# Identification of Circular RNAs and Their Targets in Leaves of *Triticum aestivum* L. under Dehydration Stress

**DOI:** 10.3389/fpls.2016.02024

**Published:** 2017-01-05

**Authors:** Yuexia Wang, Ming Yang, Shimei Wei, Fujun Qin, Huijie Zhao, Biao Suo

**Keywords:** wheat (*Triticum aestivum* L.), circRNAs, dehydration stress, deep sequencing, bioinformatics analysis

## Abstract

Circular RNAs (circRNAs) are a type of newly identified non-coding RNAs through high-throughput deep sequencing, which play important roles in miRNA function and transcriptional controlling in human, animals, and plants. To date, there is no report in wheat seedlings regarding the circRNAs identification and roles in the dehydration stress response. In present study, the total RNA was extracted from leaves of wheat seedlings under dehydration-stressed and well-watered conditions, respectively. Then, the circRNAs enriched library based deep sequencing was performed and the circRNAs were identified using bioinformatics tools. Around 88 circRNAs candidates were isolated in wheat seedlings leaves while 62 were differentially expressed in dehydration-stressed seedlings compared to well-watered control. Among the dehydration responsive circRNAs, six were found to act as 26 corresponding miRNAs sponges in wheat. Sixteen circRNAs including the 6 miRNAs sponges and other 10 randomly selected ones were further validated to be circular by real-time PCR assay, and 14 displayed consistent regulation patterns with the transcriptome sequencing results. After Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the targeted mRNAs functions, the circRNAs were predicted to be involved in dehydration responsive process, such as photosynthesis, porphyrin, and chlorophyll metabolism, oxidative phosphorylation, amino acid biosynthesis, and metabolism, as well as plant hormone signal transduction, involving auxin, brassinosteroid, and salicylic acid. Herein, we revealed a possible connection between the regulations of circRNAs with the expressions of functional genes in wheat leaves associated with dehydration resistance.

## Introduction

Wheat (*Triticum aestivum)* is the most widely grown and important food staple grain. During the life span of wheat, drought is a major environmental stress factor that affects wheat growth and development. Series of protective mechanism triggered by drought stress allow plants to adapt to adverse conditions (Wang et al., 2003). The response of plant to drought stress is potentially associated with the expression of protein-coding genes, such as the ones related to the elimination of reactive oxygen species (ROS) (Apel and Hirt, 2004), photosynthesis recovery (Wang et al., 2011), and stomatal adjustment (Miura et al., 2013). Along with the development of high-throughput sequencing technology and high-efficiency big data analysis, many more non-protein-coding genes are identified and characterized with response to environmental stress in plants. Previous studies have shown that non-protein-coding genes play vital roles in the stress response of wheat plant, including fungi-responsive long non-coding RNAs (lncRNAs) (Zhang et al., 2016) and dehydration responsive microRNAs (miRNAs) (Ma et al., 2015). The non-coding RNA itself, or interacting with other effectors as complex, is involved into the biochemical response directly or indirectly, regulating the expression of responsive functional genes at the transcriptional and/or translational levels (Zhang, 2015; Khaldun et al., 2016).

Circular RNAs (circRNAs) is a type of non-coding RNAs that belongs to the class of endogenous RNAs lacking 5′ or 3′ ends like miRNAs. Since the first report of the genomic-based evidence of circRNAs (Salzman et al., 2012), abundance of circRNAs has been observed in humans (Salzman et al., 2012), Archaea (Danan et al., 2012), *Caenorhabditis elegans*, and mice (Memczak et al., 2013). These reports suggested that certain number of circRNAs function as transcriptional regulators. However, in plants, only a few circRNAs have been observed by RNA-seq technology. Recently, using rRNA depleted RNA-seq (RibominusSeq) and followed anchor aligning, Ye et al. (2015) identified 12 037 and 6012 circRNAs in rice (*Oryza sativa*) and Arabidopsis (*Arabidopsis thaliana*), respectively. Meanwhile, Lu et al. (2015) reported 2354 circRNAs in *Oryza sativa* that were identified through deep sequencing and computational analysis of ssRNA-seq data. According to the limited sequencing data, compared with the reports in animals, plant circRNAs were found to be enriched for miniature inverted-repeat transposable elements (MITEs), revealing relatively less association with the repetitive regions and longer flanking introns (Sablok et al., 2016). However, there is no report to date about the sequence character of circRNAs in complex polyploid plant such as *Triticum aestivum* (AABBDD).

The current evidence in animals suggests that circRNAs act as miRNA sponges to competitively terminate suppression of their mRNA targets (Hansen et al., 2013). Therefore, the interactions between circRNA, miRNA, and mRNA have been considered as the main manner in the transcriptional and post-transcriptional regulation. The large-scale portal CircNet (Liu et al., 2015) has already been developed to reveal the regulatory role of circRNAs in circRNA-miRNA-gene regulatory networks. Similar to the results in animal, the functional expression of plant circRNAs has also been tightly linked to the tissue specificity (Liu et al., 2015). Moreover, the other's previous study in rice has also proposed that the circRNAs play an important role in regulating the response to environmental stress such as phosphate imbalance (Ye et al., 2015). To our knowledge, there is still no evidence showing the role of circRNAs in the stress resistance of wheat.

To explore the quantity of circRNAs in wheat and their potential function in the regulation of dehydration response, we first genome-widely identified circRNAs in wheat seedling leaves using high-throughput sequencing technology combined with the real-time PCR validation. Moreover, the sponge action of differentially expressed circRNAs and related mRNAs were further predicted and discussed using bioinformatics tools in present study.

## Materials and methods

### Plant materials and stress treatments

Seeds of wheat cultivars (*Triticum aestivum* L. cv. Aikang 58) were surface-sterilized with 1% NaClO for 10 min, and rinsed 3 times in distilled water for 2 min each. After soaking in tap water for 12 h, the seeds were allowed to germinate for 4 days in a dark incubator at 25°C. Five germinating seeds were placed into each plastic pot containing half strength Hoagland's nutrient solution in a phytotron. The environment was controlled at 25°/22°C (day/night) under a 12 h photoperiod, a 300 μmol m^−2^ s^−1^ of photosynthetic photon flux density (PPFD), and a relative humidity of 75 to 85%. At the two-leaf stage, the cups of wheat seedlings were randomly divided into two groups. The artificially dehydration-stressed group was induced by applying a final 20% polyethylene glycol (PEG) 6000 solution to achieve an osmotic potential of −0.975 MPa. The equal volume of Hoagland's nutrient solution was supplemented to another group serving for control treatment. Leaf tissues were harvested from both sets of seedlings 12 h after treatment. For each treatment, the representative leaves were retrieved from three independent pots of seedlings and combined as one sample set. Both samples were snap frozen in liquid nitrogen and stored at −80°C until use.

### Total RNA extraction, circRNA library construction, and sequencing

For RNA-seq-based comparative transcriptome analysis, it is recommended that the experimental design should include at least three biological replicates per treatment group (Auer and Doerge, 2010). The main objective of this study was to primarily screen the circRNAs in wheat leaves that differentially expressed under dehydration stress. With the purpose of minimizing the deviation between different parallel samples under the same treatment, the sample was retrieved from independent three plots of wheat seedlings. Furthermore, at least 2-fold (log2) change was used as cutoff, comparing commonly used 1-fold cutoff (Hivrale et al., 2016). Subsequently, the real-time PCR assay was used to validate the circularity of sequence and its expressional difference based on the examinations of three biological replicates. The three biological replicates in real-time PCR assay would make up for the deficiency of without biological replicates during RNA-seq analysis.

The total RNA was extracted from the control and PEG-stressed wheat leaves using Trizol (Invitrogen Corp., Carlsbad, CA, USA) followed by acid phenol chloroform extraction. Total RNA from each sample was used to prepare the circRNA sequencing library. Five micrograms of total RNA were pretreated to enrich circRNA using CircRNA Enrichment Kit (Cloud-seq Inc, USA). RNA libraries were constructed by using pretreated RNAs with TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer's instructions. Libraries were controlled for quality and quantified using the BioAnalyzer 2100 system (Agilent Technologies, Inc., USA). The libraries were denatured as single-stranded DNA molecules, captured on Illumina flow cells, amplified *in situ* as clusters and finally sequenced for 150 cycles on Illumina HiSeq Sequencer (USA) according to the manufacturer's instructions.

### Identification of circRNAs

Paired-end sequencing was conducted using Illumina HiSeq Sequencer after quality filtering using an in-house perl scripts. In this step, clean reads were obtained by removing low quality reads containing adapter and poly-N from raw data. The clean reads were aligned to the reference genome/transcriptome (IWGSC1.0+popseq) with BWA-MEM software (Li, 2013). The circRNAs were detected and identified by CIRI algorithm (version1.2) with genomic annotations from Ensembl Plants release 29 (Gao et al., 2015). The BWA-MEM alignment was performed using the parameters recommended by CIRI (bwa mem -T 19 genome_bwa_index sample_R1.fastq sample_R2.fastq 1>output.sam 2>output.log). The CIRI parameters for circRNAs identification was the default command line (CIRI_v1.2.pl -I input.sam -O output_circRNAs.txt -F genome.fa -P -A Ensembl_wheat29.gtf). The CIRI algorithms identified the circRNA candidates through a two-step filtering. The first step detects the paired chiastic clipping (PCC) signals in the Sequence Alignment Map (SAM) of BWA-MEM. The GT-AC signals were used as the PCC because they are the major splicing signals in eukaryotic transcription. Then, CIRI scans the SAM alignment again to detect additional junction reads and meanwhile performs further filtering to eliminate false positive candidates to remove false positives resulting from incorrectly mapped reads of homologous genes or repetitive sequences (Gao et al., 2015). Raw junction reads for all samples were normalized to total reads number and log2 transformed. Differentially expressed circRNAs were identified using fold change cutoff of 2 between the two treatment samples.

### Prediction of miRNA targets of circRNAs, mRNA targets of miRNA, and annotation of functions

CircRNA-miRNA-mRNA interactions, including the miRNA targets of differentially expressed circRNAs, as well as the mRNA targets of obtained miRNA, were predicted by psRNATarget (Dai and Zhao, 2011). The predicted mRNAs were blasted and functionally categorized according to Gene Ontology (GO) annotation by BLAST2GO software with the default parameters (https://www.blast2go.com/) (Conesa and Götz, 2008). The functions of predicted mRNAs were further analyzed by KAAS web-based automatic server with the default parameters (Moriya et al., 2007) (http://www.genome.jp/tools/kaas/). All the available plant genes databases were selected as the reference sequence sets for sequence homology analysis.

### Validation of differentially expressed circRNAs

Quantitative real-Time PCR (qRT-PCR) was used to validate the expression of circRNAs identified by RNA-seq. Sixteen differentially expressed circRNAs were used in experimental validation including the 6 circRNAs that predicted as miRNAs sponges, while the other 10 circRNAs were randomly selected from the differentially expressed ones. Two micrograms of total RNA were treated by DNase I (2270A, Takara, Japan) before real-time PCR quantification. The primers were designed using the “Out-facing” strategy to guarantee the amplifications were from circle template (Shen et al., 2015). The primer sequences are listed in Table 1. and the PCR products were validated by Sanger sequencing. The expression of circRNAs was quantified using SYBR green master mix (Applied Biosystems, Foster City, CA, USA) on an ABI StepOnePlus system (USA). Relative expression ratio (ΔΔ*Ct*) of each circRNA is calculated using 2^−^^Δ*ΔCt*^ method and presented in a log_2_ value, where the *Ct* is the threshold cycle value of the amplified target or reference gene (Livak and Schmittgen, 2001). After comparing with the expression of ACTB gene, the expression of housekeeping gene GAPDH was used as a reference for data normalization, because it displayed a more constant expression between the two treatment groups according to our pre-experiments. The real-time PCR assays were performed in three biological replicates and the results were expressed as mean ± standard deviation. Statistical analysis was conducted using the SPSS Statistics 18.0 software (IBM Corporation, NY, USA). Significant difference between PEG-treated and well-watered groups was compared using student *t*-test at 0.05 probability levels.

**Table 1:** **Primers in the real-time PCR assay for validating the differential expressions of circRNAs after sequencing**.

**Target name**	**Primer name**	**Sequence (5′ → 3′)**	**Amplicon size (bp)**	**Tm (°C)**
4A:214775737|215210034	1-Forward 1-Reverse	TTGCCTGTCTTGGGATCTTC GGCAAGGATCCCCCTAAATA	212	60.2 59.8
5B:221655648|222074380	2-Forward 2-Reverse	GTCGATCCTGCTCATGTTGA CCATTGTCGCATCTTGTTTG	215	59.8 60.1
5D:124926662|125373509	3-Forward 3-Reverse	AATAGGCGGAGAACCATTCA CCCCGACTCCTACTTGGTTA	158	59.0 59.4
5D:18963119|19091255	4-Forward 4-Reverse	TGGAGGAGTGGTTCTTCCAC CGTCGAAGGTGACGTACTTG	186	60.1 59.5
6A:201878372|202172929	5-Forward 5-Reverse	ACCTCTAGCCCCACTGTTGA CCAGGAGGCTTGAGAAAGAG	172	59.7 60.1
6D:169739848|170130661	6-Forward 6-Reverse	TTTTCATACCAAGGCAAGCA CTCCCTCATCATCTCCTCCA	201	60.2 60.1
2D:62914891|62916501	7-Forward 7-Reverse	AACTCGGTTTGAGATAAGCTACC CAAATTGAGCAACGCCAAAT	156	58.1 61.0
3B:15806226|15817694	8-Forward 8-Reverse	GCAGGACATGGAAGCTCATC GGCCAGGATCTTCTTCTTCC	185	60.1 60.0
3B:68150153|68152981	9-Forward 9-Reverse	ATTTACCCGAGGACCCACTT GATCCATGGCAACACTTCCT	227	59.7 59.9
IWGSC_CSS_4DS_scaff_2307013:2345|3583	10-Forward 10-Reverse	CCCATTTAAAAACTTGCGTGA GTGCCTTAACAGCCCTCTTG	193	60.0 59.9
7A:11715620|11717078	11-Forward 11-Reverse	TCCAAACATATGGAAGGATGC ACGGCTTCAGTTCAAACACC	192	59.8 60.2
5A:128534161|128535165	12-Forward 12-Reverse	AGGACCTTTGACGCACTGTT TCTCTATTCGCAGTCCATGCT	202	59.8 60.0
7D:12625708|12627116	13-Forward 13-Reverse	TCCAAACATATGGAAGGATGC AAATTCGAGAGGGGTTACCA	199	59.8 58.0
IWGSC_CSS_2BL_scaff_7985665:1994|3344	14-Forward 14-Reverse	AACCTTGTGCCATGGATGTA TCTCTATTCGCAATCCATGCT	175	58.9 59.9
IWGSC_CSS_5AL_scaff_2801994:5461|6705	15-Forward 15-Reverse	TGACATCAGCATCGCAAAAT TCAGCCTCTAACCAGCTTCC	205	60.2 59.6
6B:195302800|195307032	16-Forward 16-Reverse	TTGCGTTCAAGGCTAAAAGG TTTTTCCGGTTGATGAGGAC	198	60.4 59.9
GAPDH	CK-Forward CK-Reverse	ACATTAAGGGTGGTGCCAAG TGGTCATCAAACCCTCAACA	198	59.9 59.9

## Results and discussion

### Identification of circRNAs in wheat

Previously, although the sequences of circRNAs have been reported in some species (Sablok et al., 2016), circRNAs in wheat remains unknown. In present study, we extracted total RNA from PEG treated and well-watered wheat seedlings, respectively. 

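The PEG library came from leaves of seedlings kept for 12 h in 20% polyethylene glycol (PEG), a polymer that lowers the water potential around the roots (-0.975 MPa here), and the control library from well-watered leaves. For each treatment the leaves of 3 pots were pooled into 1 library, so there were 2 libraries and no replicates. The deposited table lists each circRNA with its back-splice junction reads in both libraries, that is, reads that cross the point where the 3′ end of an RNA is joined to its own 5′ end. The authors aligned the reads with BWA-MEM to the IWGSC1.0+popseq wheat genome, called circRNAs with CIRI, and also gave log2 values of the junction reads scaled to the total reads, with 0 reads entered as 1 read. From the counts, the ratio of PEG over control reads was computed for each circRNA and for groups of circRNAs, with exact (Clopper-Pearson) 95% intervals. Each ratio was tested with a two-sided exact binomial test given the sum of both counts. The test compares these libraries, not the conditions, and the intervals cover counting error only, since each condition has 1 library. Reads copied by PCR are not independent molecules, so the intervals may be too narrow even for that error.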

After circRNAs enrichment, library construction, and sequencing, 52,484,890 and 38,345,455 raw reads, 7,872,733,500 and 5,751,818,250 nt total nucleotides were obtained from the two samples, respectively. 

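The control library held 353 junction reads and the PEG library 124, which is all of the depth behind the circRNA values. The median was 3 junction reads per detected circRNA in each library, with at most 20 reads for a circRNA in the control and 46 in PEG. Of the 73 circRNAs detected in the control, 38 had 2 or 3 reads, and of the 26 detected in PEG, 18 had 2 or 3 reads. The deposited log2 value of every circRNA in PEG was 0.45 above log2 of its junction reads, while the control was left unscaled. The PEG reads were therefore multiplied by 1.37, the ratio of the larger total of raw reads to the smaller, which treats PEG as the smaller library. On that scaling the control had 6.73 and PEG 3.23 junction reads per 1000000 raw reads. With the totals exchanged between the libraries these values are 9.21 and 2.36.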

The circRNAs were characterized by the 3′-5′ ligation in a splicing reaction of a single RNA molecule. Compared with traditional poly(A) based library sequencing, the circRNAs enriched library based sequencing improved the identification accuracy, although some circRNAs have been reported to be detected in libraries prepared from poly(A)-selected RNAs in human (Salzman et al., 2012). 

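The circRNA with the most junction reads was Pt:96387|96532, on the chloroplast genome, with 46 reads in PEG and 0 in the control. Next came 7A:11713998|11714826 with 16 control and 5 PEG reads and IWGSC_CSS_6BS_scaff_2990619:1337|2493 with 20 control and 0 PEG reads. Chromosomes and scaffolds of the A, B and D subgenomes of hexaploid wheat held 25, 29 and 32 circRNAs. Several circRNAs overlapped on the genome. The largest cluster was on chromosome 7D, from 12625708 to 12627163, with 7 circRNAs, followed by chromosome 7A from 11713998 to 11717078 with 5. Counted by overlap of at least 1 base, the candidates fell into 68 loci, and 31 of them shared 11 loci. With at least 3 junction reads over both libraries 58 circRNAs remained, and with at least 5 reads 33.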

Based on the sequence reads, totally 88 circRNAs candidates were identified by the CIRI software in the two treatments of wheat leaves (Supplementary Table 1 and Data Sheet 1). Among them, six (6.8%) are exonic circRNAs, which were generated from exons of a single protein-coding gene, 53 (60.2%) of the circRNAs were generated from intergenic regions (intergenic circRNAs). Additionally, two (2.3%) of the circRNAs were generated by the intron, and another two (2.3%) were generated by the antisense strand of a single protein-coding gene, which were named intronic and antisense circRNAs, respectively. 

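Few reads supported the exonic circRNAs. Their median predicted length was 513.5 nt, against 1357 nt for the intergenic circRNAs, but the measures differ. Predicted length is below the genomic span for 4 exonic circRNAs and equals the span for the intergenic ones. The exonic spans run from 87 to 2829 nt. The exonic circRNA with the most reads, 3B:68150153|68152981 in transcript TRAES3BF014100050CFD_t1, had 0 reads in the control and 5 in PEG. The next, 1B:170821470|170822995 in Traes_1BL_C5CD09285.1 and 5A:70254325|70255036 in Traes_5AL_BA3074F36.2, had 3 reads each in the control and 0 in PEG, and the other 3 had 2 reads each, in PEG only. Intergenic circRNAs carried most of the control signal, 253 reads, and 46 reads in PEG. Of them, 9 were detected in both libraries, 38 in the control only and 6 in PEG only. The 95% Wilson intervals of the shares are 3.16% to 14.1% for exonic and 49.8% to 69.8% for intergenic circRNAs. The Wilson intervals here and below take the 88 candidates as independent, although 31 of them shared 11 loci, so they may be too narrow. The intergenic circRNAs came from 35 loci when overlapping ones are counted once.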

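The antisense circRNAs were 2D:62914891|62916501, opposite transcript Traes_2DL_56ED5AE04.2, with 6 reads, and IWGSC_CSS_6BS_scaff_3041719:1597|4431, opposite Traes_6BS_8763579A7.1, with 3 reads. Both were read only in the control. The second shares its end with IWGSC_CSS_6BS_scaff_3041719:2848|4431, which had 5 control reads. That circRNA is given on the other strand and classed as sense overlapping with the same transcript. The intronic circRNAs had 2 reads each, 3B:669974611|669983063 in the control and 6A:105062543|105062634, of 92 nt, in PEG. At this depth neither intronic circRNA reached 3 reads. The 95% Wilson interval of either share is 0.625% to 7.91%.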

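Sense overlapping circRNAs had a 95% Wilson interval of 20.0% to 38.6% for their share. They included the chloroplast circRNA on transcript EPlTAET00000010103 and all 8 circRNAs whose predicted length exceeded 100000 nt. Predicted length was the full genomic span in 84 of the 88 circRNAs, and the 4 shorter ones were exonic. The circRNA 5D:18963119|19091255 overlapped the microRNA gene MIR1122, and 4D:8516993|8517078, of 86 nt, overlapped Metazoa_SRP, a gene model of the signal recognition particle RNA, with 4 reads in the control and 0 in PEG. The class held 83 reads in the control and 65 in PEG, of which the chloroplast circRNA gave 46.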

The remaining 25 (28.4%) of the circRNAs were generated from sense overlapping regions (Figure 1).

**Figure 1:**
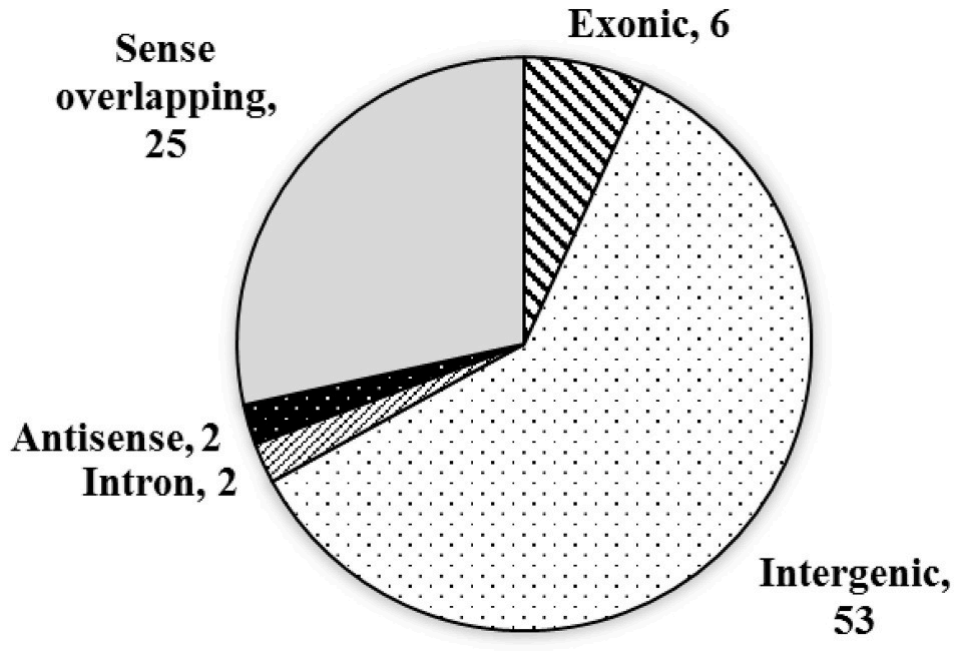
**The source and distribution of the circRNAs**.

Comparing with previously limited reports on other higher plants, 12,037 (6074 exons) and 6012 (5152 exons) circRNAs were identified from *Oryza sativa* and *Arabidopsis thaliana*, respectively, by analyzing the publically available RNA-seq data (Ye et al., 2015), while 2354 circRNAs (1356 exons) were identified in rice through deep sequencing and computational analysis of ssRNA-seq data (Lu et al., 2015). A recently deep sequencing research in tomato identified 854 circRNAs (615 exons), in which 163 exhibiting chilling responsive expression (Zuo et al., 2016). The 88 identified circRNAs number and 6.8 percentages of exons were not as many as previous reports in other plants. The results should be attributed to following possible reasons: (i) The sequencing data is one of the most factor influencing the number of identified circRNAs, because more reads number denotes not only the high detection rate of circRNAs, but also could eliminate the false positives (Szabo and Salzman, 2016). The sequencing data size in present study is only 90 M reads, while it was 710 million paired-end reads sized 100 bp in the report on rice (Lu et al., 2015); (ii) The available genomic sequencing is limited in public database (http://plants.ensembl.org). According to the Ensembl Plant release 29 that used in the circRNAs screening, the known gene number of wheat is only 5610, while its genome size is 16000 Mb. Comparatively, there are 35679 available genes number with 120 Mb genome size for *Arabidopsis thaliana*, and 27655 available genes number with 389 Mb genome size for rice. The bigger genome size with only a few available genes number should be the main reason of low exon percentage; (iii) The software for the circRNAs prediction. We identified the circRNAs in wheat using CIRI algorithm (Gao et al., 2015). It is an efficient and unbiased algorithm for the *de novo* identification of circRNAs, which has already been used in some organizations including animals, humans, and plants (Hansen et al., 2016; Zuo et al., 2016). CIRI has been proven to be more useful when conducting more unbiased circRNA analyses or in poorly annotated organisms, comparing to other algorithms (Hansen et al., 2016). However, it is known that the differences between organization of genomes might influence the circRNAs identification results (Chen Y. E. et al., 2016), the specific algorithm for wheat circRNAs detection is still waiting for further comparison or development; (iv) The expression of circRNAs in higher plants often show tissue-, developmental-stage, or stress- specific expression patterns (Sablok et al., 2016). The wheat plant material used in present study was leaves when seedlings were exposed to dehydration stress. The implied possible mechanism deserves for further investigation from the aspect of circRNAs regulation.

### The differential expression patterns of circRNAs in wheat under dehydration stress

The specific expression of circRNAs implies possible associations with their biological functions. To investigate whether the circRNAs expressed in a specific manner in wheat under dehydration stress, we compared the circRNAs expression patterns between the wheat seedlings under PEG treatment and that under well-watered condition (control). 

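Most circRNAs were read in 1 library only, 62 in the control and 15 in PEG, while 11 were read in both. No circRNA had a count of 1 in either library, so a 0 may stand for a single read that was not called. The numbers read in 1 library only may therefore be too high, and the ratios leave such reads out. Junction reads per total read were lower in PEG, with a ratio of 0.481 over all 88 circRNAs (95% exact interval 0.389 to 0.592, exact binomial p = 2.06e-13). Without the chloroplast circRNA the ratio was 0.302 (0.234 to 0.387). Intergenic circRNAs were 4.02-fold lower (2.93 to 5.63, exact binomial p = 2.63e-23), a call that is lost when scaled to the sum of junction reads without the chloroplast circRNA (ratio 0.823, exact binomial p = 0.259). The ratio was lower under each scaling for subgenome D circRNAs, which were 5.69-fold lower on the deposited one (3.52 to 9.72, exact binomial p = 3.14e-18). CircRNAs of subgenomes A and B were 2.24-fold (1.49 to 3.45) and 2.84-fold (1.85 to 4.51) lower, with exact binomial p = 3.72e-05 and p = 2.01e-07, though scaling to the sum of all junction reads ends both calls (ratios 0.93 and 0.732) and the sum without the chloroplast circRNA turns the ratios to 1.48 and 1.16. For exonic circRNAs the ratio was 2.51 (0.851 to 8.26, exact binomial p = 0.0836), which passes the test at 5.22 (exact binomial p = 0.000895) and 8.3 (exact binomial p = 2.85e-05) under these 2 scalings. PEG held 64.7% of the 17 reads of exonic circRNAs, of which 3B:68150153|68152981 gave 5, against 15.4% for intergenic circRNAs (unadjusted permutation p = 0.00619 over 6 exonic and 35 intergenic loci, 100000 draws). Sense overlapping circRNAs had a ratio of 1.07 (exact binomial p = 0.678), but without the chloroplast circRNA 0.313 (0.180 to 0.520, exact binomial p = 5.66e-07), with 18.6% of their reads in PEG (permutation p = 0.638 against the intergenic loci). Scaling to the sum of all junction reads sets the total ratio to 1 by construction, and the sum without the chloroplast circRNA turns it to 1.59. The comparisons between classes were chosen after the data were examined.

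**Figure D1:**
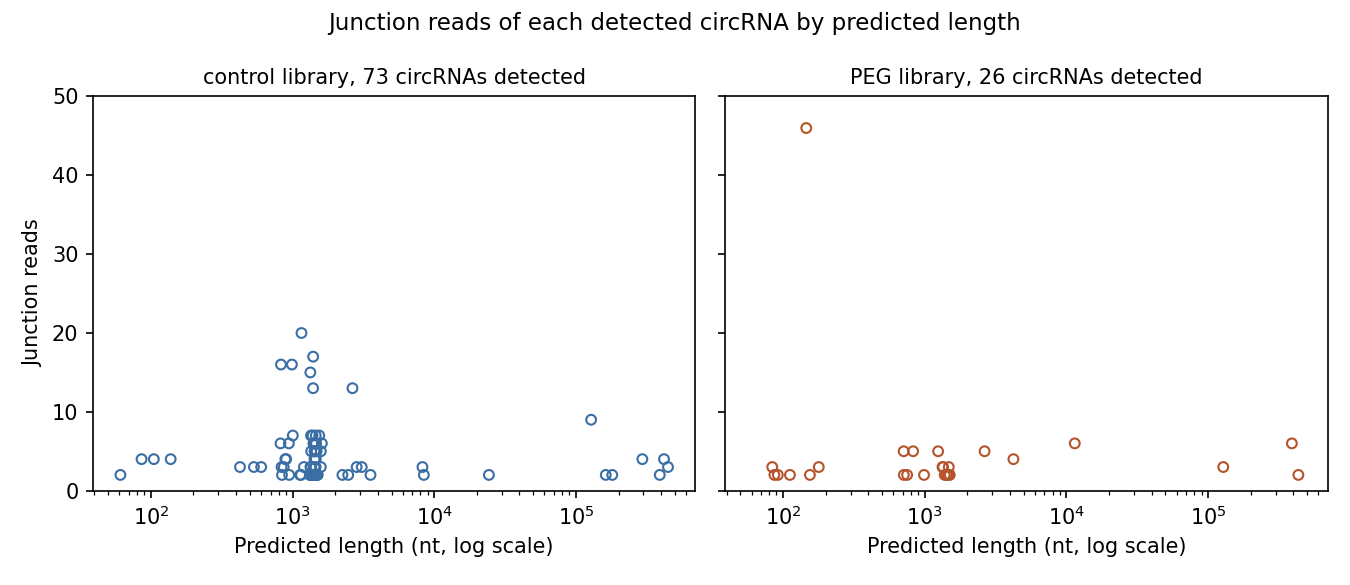
Junction reads of each detected circRNA (vertical axis) against its predicted length in nt (horizontal axis, log scale), for the control library on the left and the PEG library on the right; each circle is 1 circRNA. The control shows many circRNAs between 1000 and 2000 nt, while the highest point in PEG is the chloroplast circRNA of 146 nt with 46 reads.

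**Figure D2:**
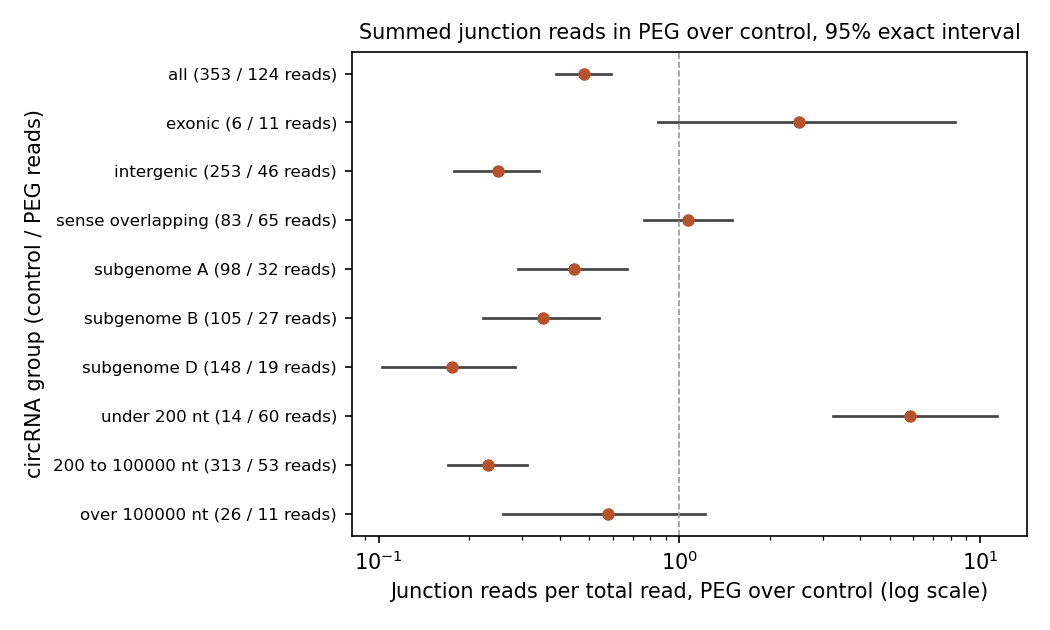
Summed junction reads per total read in PEG over control (horizontal axis, log scale) for groups of circRNAs (vertical axis, with control and PEG reads); points are ratios, lines 95% exact intervals covering counting error only, and the dashed line marks a ratio of 1. The intergenic group lies at 0.249, and the interval of the exonic group includes 1.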

The results showed that distinct difference patterns of circRNAs in both two wheat seedlings group were observed. 

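In the PEG library the chloroplast circRNA was 21.0-fold higher against a floor of 3 counts in the control (46 reads against 0, exact adjusted p = 5.21e-16). With the totals exchanged between the libraries this fold was 11.2. The exact intervals of the ratio started lower, at 16.4 and, with the totals exchanged, 8.75. In the same exact test with Benjamini-Hochberg adjustment over all circRNAs, 3 circRNAs were lower in PEG, each read in the control only. Against the same floor in PEG, IWGSC_CSS_6BS_scaff_2990619:1337|2493 was 4.87-fold lower (20 reads, exact adjusted p = 0.0013). 3D:115010704|115012101 was 4.14-fold lower (17 reads, exact adjusted p = 0.00292), and IWGSC_CSS_5DS_scaff_2774127:618|2014 was 3.17-fold lower (13 reads, exact adjusted p = 0.0232). The exact intervals of these folds started at 3.61, 3.01 and 2.23. With the totals exchanged the folds against the floor are 9.12, 7.76 and 5.93. All 3 calls are lost when scaled to the sum of junction reads (exact adjusted p from 0.0657 to 0.218) and to that sum without the chloroplast circRNA (0.19 to 0.634). Folds against 0 reads are set against a floor of 3 counts in the empty library. They leave out the counting error of the other library, so they are not lower bounds. At the fold change cutoff of 2 on the authors' values, 16 circRNAs were higher and 46 lower in PEG, and 58 of these 62 did not pass the exact test. At an unadjusted p under 0.05, 5 were higher and 15 lower. Of the called circRNAs, 55 were read in 1 library only and 40 had at most 5 reads over both libraries. Because 0 reads enter as 1 read, 2 reads in PEG against 0 give a fold of 2.74 and 2 reads in the control against 0 give 1.46, so 8 circRNAs with 2 PEG reads were called and 22 with 2 control reads were not. A circRNA read in 1 library only needs 4 reads in PEG or 6 in the control to reach an unadjusted p under 0.05. After adjustment more reads are needed: on the deposited scaling 6 PEG reads against 0 gave an exact adjusted p of 0.0996, and 7 control reads against 0 gave 0.175. The 40 called circRNAs with at most 5 reads could therefore not pass on that scaling, and their not passing is no evidence against a change. The split of 16 higher to 46 lower became 8 to 71 with the totals exchanged, 17 to 14 when scaled to the sum of junction reads, and 41 to 3 when scaled to that sum without the chloroplast circRNA. From their difference between the groups, the paper proposes specific roles of these 62 circRNAs in the regulation against dehydration stress.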

Among the identified 88 circRNAs, 62 circRNAs showed significant difference between the PEG and control treatment groups, containing 16 upregulated circRNAs, and 46 downregulated circRNAs (Supplementary Table 2), which indicated their specific roles in the anti-dehydration stress regulation.

### Putative functions of the regulations of wheat circRNAs acting as miRNA sponges

The circRNAs have been reported to play important roles in regulating the functional genes expressions by acting as the miRNA sponges and preventing them from regulating their target mRNAs (Hansen et al., 2013). To evaluate whether wheat circRNAs could affect post-transcriptional regulation of functional genes by binding to miRNAs, the bioinformatics methods were employed to identify the circRNA-originating target mimics in wheat based on the differentially expressed circRNAs. We found that six of the 62 differentially expressed circRNAs had putative miRNA-binding sites (Table 2), and totally 26 miRNAs were predicted. Moreover, all the six differentially expressed circRNAs had three to eight miRNA-binding sites, which was similar to that reported in human (Memczak et al., 2013), but was significantly higher than that reported in rice (Lu et al., 2015) and tomato (Zuo et al., 2016).

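The circRNA 5D:18963119|19091255 had the most reads of the sponge candidates, 9 in the control and 3 in PEG, a ratio of 0.456 (95% exact interval 0.0794 to 1.83, exact adjusted p = 0.387). In PEG 6D:169739848|170130661 had 6 reads against 2 in the control, a ratio of 4.11 (0.734 to 41.6, exact adjusted p = 0.245). The other 4 were read in 1 library only. 5B:221655648|222074380 and 6A:201878372|202172929 had 4 reads each and 5D:124926662|125373509 had 3, all in the control, while 4A:214775737|215210034 had 2 reads, in PEG. Thus 4 of the 6 had more scaled reads in the control and 2 in PEG, or 3 and 3 when scaled to the sum of junction reads without the chloroplast circRNA. On the deposited scaling none passed the exact test over the 88 circRNAs or adjusted over the list alone, and none reached an unadjusted p under 0.05. The 4 read in 1 library only could not have reached it, since that takes 6 reads in the control or 4 in PEG. With the totals exchanged 3 of the 6 reached an unadjusted p under 0.05, and scaled to the sum without the chloroplast circRNA 6D:169739848|170130661 passed (exact adjusted p = 0.0124). That circRNA also passed adjusted over the list alone when scaled to the sum of all junction reads. Table 2 lists 35 pairs of a circRNA and a miRNA.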

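The number of miRNAs listed per circRNA was highest for 6D:169739848|170130661, with 8 over a genomic span of 391 kb, and lowest for 4A:214775737|215210034, with 3 over 434 kb. The shortest of the 6 candidates, 5D:18963119|19091255, spans 128 kb and has 7 listed miRNAs, as does 5D:124926662|125373509 over 447 kb. Each of the 6 spans more than 100000 nt, and the longest predicted length among the other 56 circRNAs past the fold change cutoff is 11469 nt. In these 6 the predicted length equals the whole genomic span, introns included. Among the listed miRNAs, 8 are shared by several circRNAs.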

**Table 2:** **The miRNAs corresponding to the differentially expressed circRNAs in wheat leaves under dehydration stress**.

**Number**	**Differentially expressed circRNAs**	**Corresponding miRNAs**
1	4A:214775737|215210034	tae-miR1127b-3p; tae-miR1120b-3p; tae-miR9679-5p
2	5B:221655648|222074380	tae-miR171a; tae-miR1133; tae-miR1134; tae-miR1137a
3	5D:124926662|125373509	tae-miR1118; tae-miR1129; tae-miR1130a; tae-miR1133; tae-miR1122b-3p; tae-miR1127b-3p; tae-miR1130b-3p
4	5D:18963119|19091255	tae-miR9667-5p; tae-miR9662b-3p; tae-miR1120b-3p; tae-miR1130b-3p; tae-miR6197-5p; tae-miR5049-3p; tae-miR9773
5	6A:201878372|202172929	tae-miR1138; tae-miR1122b-3p; tae-miR9667-5p; tae-miR5175-5p; tae-miR9778; tae-miR9781
6	6D:169739848|170130661	tae-miR1121; tae-miR1125; tae-miR1128; tae-miR1133; tae-miR9655-3p; tae-miR1130b-3p; tae-miR5049-3p; tae-miR9773

The circular structures and expression patterns of the 6 circRNAs were verified using real-time PCR assay followed by Sanger sequencing. The six genes were selected because they were predicted to have putative miRNA-binding sites, denoting they have more possibility to be involved in the dehydration response. The primers were designed using the “Out-facing” strategy that the linear mRNA will be excluded from amplification (Shen et al., 2015). As shown in Figure 2, the six circRNAs that were predicted as miRNA sponge showed positive amplicons from expected corresponding circular templets, while five displayed consistencies in expressional difference with the transcriptome sequencing results. Additionally, among the totally 16 tested circRNAs candidates, all were validated for circularity and 14 showed consistent expression patterns with RNA-seq results (Figure 2 and Supplementary Table 2). 

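In sequencing the circRNA-1 to circRNA-6 of Figure 2 rest on 22 control and 11 PEG junction reads together. The candidates with more scaled reads in PEG, 4A:214775737|215210034 and 6D:169739848|170130661, are also up in Figure 2, and 5D:18963119|19091255, 5B:221655648|222074380 and 6A:201878372|202172929 are down in both. The other, 5D:124926662|125373509, was read only in the control and is up in Figure 2. On the deposited scaling the 95% exact interval of the ratio includes 1 for each of the 6 circRNAs, those that match Figure 2 and the other alike. For those read in 1 library only, so few reads could not have excluded 1. The interval excludes 1 for 5D:18963119|19091255, which is then lower, with the totals exchanged. It also does for 6D:169739848|170130661, which is then higher, when scaled to the sum of junction reads with or without the chloroplast circRNA. In that sum without the chloroplast circRNA, 5D:18963119|19091255 turns to 60.1% of its scaled reads in PEG.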

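Among the 10 circRNAs outside the sponge candidates, 3B:15806226|15817694 had the lowest p, with 6 reads in PEG and 0 in the control (exact adjusted p = 0.0996 over all circRNAs). 3B:68150153|68152981 and IWGSC_CSS_5AL_scaff_2801994:5461|6705 had 5 reads in PEG and 0 in the control (exact adjusted p = 0.148 each), 6B:195302800|195307032 had 4 and IWGSC_CSS_4DS_scaff_2307013:2345|3583 had 2. In the control 7A:11715620|11717078, 5A:128534161|128535165 and IWGSC_CSS_2BL_scaff_7985665:1994|3344 had 7 reads each and none in PEG (exact adjusted p = 0.175 each), while 2D:62914891|62916501 and 7D:12625708|12627116 had 6. On the deposited scaling none of the 16 circRNAs passed the exact test over all circRNAs or adjusted over the list alone, and 9 had an unadjusted p under 0.05. With the totals exchanged 5 passed over all circRNAs, each lower in PEG, namely the 3 with 7 control reads and the 2 with 6. Scaled to the sum of junction reads 3 passed, each higher in PEG (3B:15806226|15817694, 3B:68150153|68152981 and IWGSC_CSS_5AL_scaff_2801994:5461|6705), and without the chloroplast circRNA in that sum 6B:195302800|195307032 and 6D:169739848|170130661 passed too. The sign of the change in sequencing equals the sign read from Figure 2 for 14 of the 16, with 7 of 7 circRNAs that were higher in PEG and 7 of 9 that were lower, and for 13 when scaled to the sum of junction reads without the chloroplast circRNA. On the deposited scaling the exceptions are 5D:124926662|125373509 and 7D:12625708|12627116, joined by 5D:18963119|19091255 on the other. 7D:12625708|12627116 lies in the locus of 7 overlapping circRNAs, which together had 30 control and 2 PEG reads, a 11.0-fold lower value in PEG (95% exact interval 2.78 to 94.6, exact adjusted p = 0.000484 over the loci). This call is lost when scaled to the sum of junction reads with or without the chloroplast circRNA (exact adjusted p = 0.0671 and 0.358), scalings applied to loci after the data were seen.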

The accuracy of circRNA identified by deep sequencing was comparable with the 85.7% that previously reported in rice (Lu et al., 2015).

**Figure 2:**
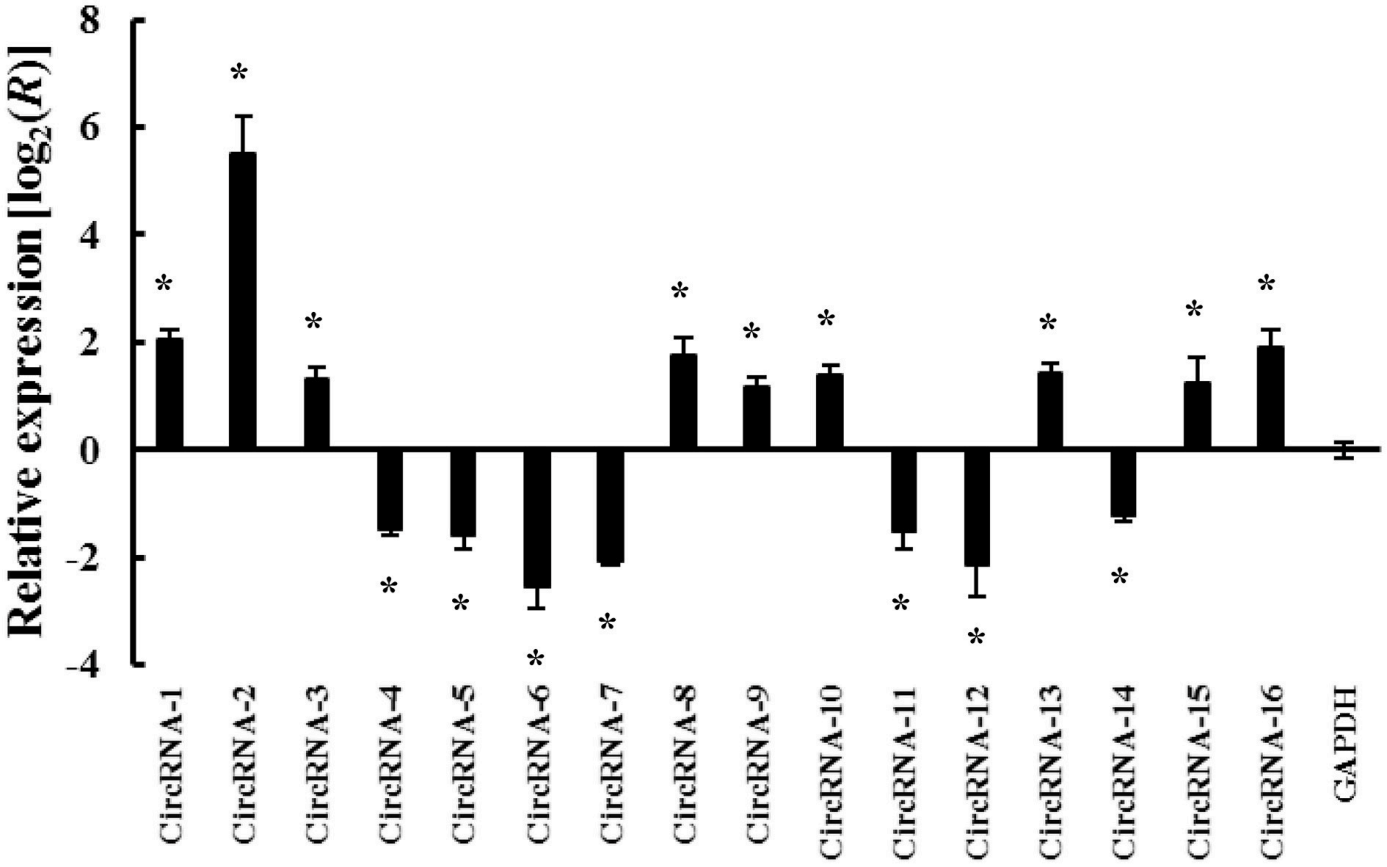
**Validation of the differentially expressed circRNAs by real-time PCR assay**. The primers were designed using the “Out-facing” strategy to guarantee the amplifications were from circle templete. Relative expression ratio (ΔΔ*Ct*) of each circRNA is presented in a log_2_ value. The expression of GAPDH gene was used the internal reference. circRNA-1, 4A:214775737|215210034; circRNA-2, 6D:169739848|170130661; circRNA-3, 5D:124926662|125373509; circRNA-4, 5D:18963119|19091255; circRNA-5, 5B:221655648|222074380; circRNA-6, 6A:201878372|202172929; circRNA-7, 2D:62914891|62916501; circRNA-8, 3B:15806226|15817694; circRNA-9, 3B:68150153|68152981; circRNA-10, IWGSC_CSS_4DS_scaff_2307013:2345|3583; circRNA-11, 7A:11715620|11717078; circRNA-12, 5A:128534161|128535165; circRNA-13, 7D:12625708|12627116; circRNA-14, IWGSC_CSS_2BL_scaff_7985665:1994|3344; circRNA-15, IWGSC_CSS_5AL_scaff_2801994:5461|6705; circRNA-16, 6B:195302800|195307032. The circRNAs from 1 to 6 were predicted as miRNAs sponges, while the other 10 circRNAs were randomly selected. The values are mean ± SE (*n* = 3). Means of PEG-treated samples denoted by the sign “^*^” significantly differ at *P* < 0.05 according to student *t*-test, comparing to that of well-watered control.

### Functional categorization of predicted mRNA

It has been reported that the miRNAs participate various plant physiological process under environmental stresses by regulating the functionally genes expressions (Zhang, 2015; Khaldun et al., 2016). To detect the possible role of wheat circRNAs in the resistance against to dehydration stress, the mimic miRNA of differentially expressed wheat circRNAs were further used to predict their possible target mRNAs by bioinformatics analysis. As shown in Supplementary Table 3, 539 mimic mRNAs were predicted from the 22 putative circRNAs-binding miRNA, the remaining four putative circRNAs-binding miRNA could not mimic target mRNA using psRNATarget online server.

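Joined to the sequencing counts on the deposited scaling, the sponge candidates with more scaled reads in the control list 14 miRNAs of their own, those with more in PEG list 5, and 6 miRNAs are listed for circRNAs of both directions. In the paper's Supplementary Table 3, 227 mRNAs are predicted for miRNAs of the control-side circRNAs alone, 34 for those of the PEG-side circRNAs alone, and 278 for miRNAs shared between the directions or for miRNAs of both sides. The miRNA with the most predicted mRNAs is tae-miR1130b-3p with 97, listed for 3 circRNAs, followed by tae-miR5049-3p with 91. Of the 615 pairs of a miRNA and an mRNA in that table, 453 are given as cleavage and 162 as translation, and 69 mRNAs are paired with several miRNAs. None of these directions passed the exact count test on the deposited scaling, and the abundance of the miRNAs and mRNAs was not analysed here. Of the control-side circRNAs, 5D:124926662|125373509 is up in Figure 2. With that sign, some of its miRNAs and their mRNAs would change sides.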

To understand the genes function associated with the differentially expressed circRNAs, the GO analysis was performed by employing the BLAST2GO software. The GO functional categorization generated 843 annotations from the 539 predicted mRNAs (Figure 3). In that, totally 364, 407, and 386 mRNAs could be classified as the first level classifications of biological processes, molecular functions, and cellular components, respectively. Among the biological process classification, 296 and 257 mRNAs were classified into the categories of metabolic process (GO: 0008152) and cellular process (GO: 0009987), respectively (Figure 3A). Interestingly, 72 and 55 mRNAs were categorized as the categories of biological regulation (GO: 0065007) and response to stimulus (GO: 0050896), respectively. In the molecular functions classification, two main proportions were binding (GO: 0005488) and catalytic activity (GO: 0003824), which had 257 and 239 predicted mRNAs, respectively (Figure 3B). When the predicted mRNAs were classified according to the cellular component classification, categories cell (GO: 0005623) and cell part (GO: 0044464) both made up the largest proportion of 319 predicted mRNAs, followed by organelle (GO: 0043226) that had 281 predicted mRNAs (Figure 3C). The GO analysis on predicted mRNAs showed that the targets of differentially expressed circRNAs under dehydration stress were associated with various functions involving in different cellular components, biological process, and molecular functions. The differential expressions of circRNAs have already been reported in rice responding to Pi-starvation stress (Ye et al., 2015), and in tomato fruits suffering from chilling stress (Zuo et al., 2016), suggesting that circRNAs might play a role in responding to environmental stress. According to the report in rice (Lu et al., 2015), the mechanism of circRNAs participating in the stress response should be attributed that it exhibit alternative splicing circularization patterns and act as a negative regulator of their parental genes.

**Figure 3:**
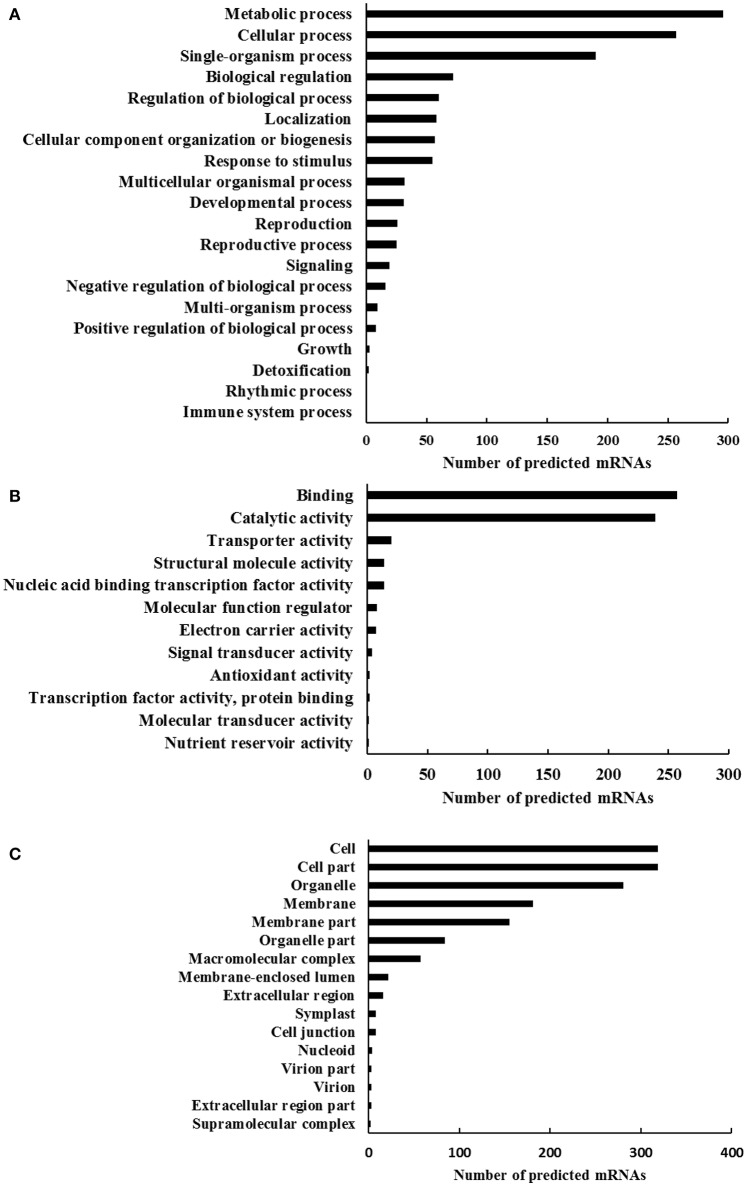
**The gene ontology profile of the mimic mRNA targets of the differentially expressed circRNAs in wheat seedlings leaves**. The bar charts represent the functional annotations of most relevant **(A)** biological processes, **(B)** molecular functions, and **(C)** cellular components until the second level of complexity.

The function of the predicted target mRNAs of circRNAs were further analyzed by KEGG pathway annotation method and 183 pathways were obtained. Among the obtained KEGG pathways, some of them are associated with the drought stress resistance in wheat or other higher plants. For example, as shown in Figure 4, the photosynthesis pathway related proteins included the photosystem II 13 kDa protein (Psb28), the photosystem I subunit II (PsbD), the photosystem I subunit X (PsbK), cytochrome b_*6*_f complex iron-sulfur subunit (PetC), and ferredoxin-NADP^+^ reductase (PetH). The photosynthesis–antenna proteins included the light-harvesting complex II chlorophyll a/b binding protein 1 (LHCB1). Interestingly, four predicted target mRNAs were involved in the plant hormone signal transduction pathway, including the auxin biosynthesis and transport associated auxin influx carrier (Aux1) and auxin response factor (ARF), the brassinosteroid biosynthesis associated BR-signaling kinase (BSK), as well as the salicylic acid signaling transcription factor TGA. Besides, the predicted target mRNAs of differentially expressed circRNAs also included the oxidative phosphorylation related NADPH dehydrogenase [NADP(+)], the arginine and proline metabolism related amidase and polyamine oxidase (PAO), the histidine accumulation related rRNA N-glycosidase, the porphyrin and chlorophyll metabolism related 1-naphthol glucuronyltransferase (NgtA), and arginine biosynthesis related amino-acid N-acetyltransferase (ArgA), etc.

**Figure 4:**
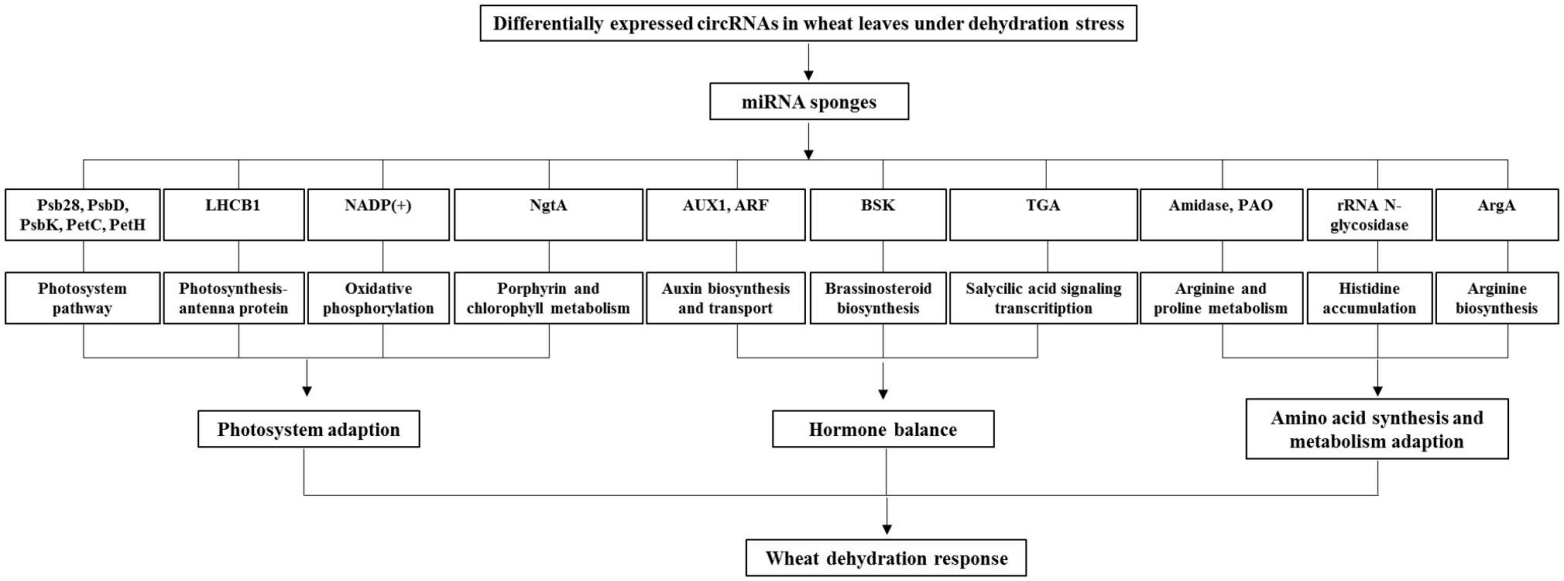
**Possible regulatory mechanism involving differentially expressed circRNAs and their target genes in wheat leaves under dehydration stress**. Psb28, photosystem II 13 kDa protein; PsbD, the photosystem I subunit II; PsbK, the photosystem I subunit X; PetC, cytochrome b6f complex iron-sulfur subunit; PetH, ferredoxin-NADP^+^ reductase; the light-harvesting complex II chlorophyll a/b binding protein 1 (LHCB1); Aux1, auxin influx carrier; ARF, auxin response factor; BSK, brassinosteroid signaling kinase; TGA, salicylic acid signaling transcription factor; NADP(+), NADPH dehydrogenase; PAO, polyamine oxidase; NgtA, 1-naphthol glucuronyltransferase; ArgA, amino-acid N-acetyltransferase.

The drought stress imposes serious physiological injury on higher plants including wheat. Plants have been evolved varieties of resistance capability against drought stress by regulating different physiological, photosynthetic, and molecular procedures. The circRNAs research in plant stress resistance has recently attracted interests because of their possible influence of functional genes (Sablok et al., 2016). In this study, the bioinformatics analysis results also suggested that the circRNAs in leaves involved in the dehydration resistance of wheat seedlings. The deduction could be supported by following two known regulation networks that have been proposed by others reports based on experimental data, including the photosynthesis- and hormone- regulation networks. Photosynthesis is considered as a very important indicator of drought stress, because it has been determined to be the most severe environmental factor that limits plant productivity in both natural and agricultural systems (Chen L. et al., 2016). Here we showed that the proteins in PSI, PSII, and photosynthesis—antenna play important roles during the resistance against drought stress, having consistency with previous reports (Chen L. et al., 2016; Rao and Chaitanya, 2016). Plant hormone participates in the drought stress resistance by mediating growth, development, nutrient allocation, gene expression, and source/sink transitions. Recently, the role of auxins in drought tolerance was postulated (Peleg and Blumwald, 2011), which was associated with the miRNA regulatory pathway (Ding et al., 2013). Brassinosteroid (BR) acts as a regulator to induce stomatal closure, which is similar to abscisic acid (ABA) (Acharya and Assmann, 2009). The exogenous application of BR was reported to protect the crop plants from stress injury by activating antioxidant enzymes, accumulating osmoprotectants, leading to the maintenance of photosynthesis activity, inducing the expression of stress-related genes, and other hormone responses (Peleg and Blumwald, 2011; Guo et al., 2013). Salicylic acid (SA) plays an important role as a signal molecule in drought stress tolerance. Its ability to induce a protective effect has been evidenced in both the genetic engineering plant of SA biosynthesis inhibition (Horváth et al., 2007), and the exogenously applied wheat plant under drought stress (Kang et al., 2013). Furthermore, genetic studies using various *Arabidopsis thaliana* mutants have demonstrated that SA exerts its role through coordinating interactions with other plant hormones including ABA (Santner et al., 2009), which is accepted to play a pivotal role in regulating plant drought resistance (Peleg and Blumwald, 2011). The present study proposed that the circRNAs might play a role in plant response to dehydration stress, by mediating the hormone signal pathway.

The rRNA N-glycosidase encoded by Traes_1DS_847CB932B.1, the putative target of 5D:124926662|125373509 through the sponge action of tae-miR1122c-3p, is histidine-tRNA cytoplasmic that involved in the metabolism of histidine. The accumulation of histidine has been determined to be important for plant response and adaptation to heavy metal stress (Sharma and Dietz, 2006). The rRNA N-glycosidase belongs to a kind of ribosome-inactivating proteins family that inhibit protein synthesis by depurinating rRNA, its regulation role has been suggested based on the expression profiles determination in *Oryza sativa* under various abiotic and biotic stresses including drought abuse (Jiang et al., 2008). Histidine is also involved in the signal transduction mediated by reactive oxygen species (Apel and Hirt, 2004). The present study inferred that the circRNAs regulated histidine accumulation might also involve the dehydration resistance of wheat seedlings.

Additionally, the functions of some other predicted mRNAs associated with the differentially expressed circRNAs have not been experimentally proven to involve in the dehydration resistance of plants until now. Their possible roles also deserved for attentions from the aspects of circRNAs regulation.

We did circRNAs enriched library based deep sequencing in wheat seedlings. Eighty-eight circRNAs candidates were identified while 62 were differentially expressed in dehydration-stressed seedlings compared to well-watered control. Among the dehydration-responsively expressed circRNAs, six were predicted to act as the corresponding miRNAs sponges in wheat. After bioinformatics analysis of the functions of the targeted mRNAs of miRNAs, the circRNAs were predicted to be involved in dehydration responsive process, such as photosynthesis, porphyrin, and chlorophyll metabolism, oxidative phosphorylation, amino acid biosynthesis, and metabolism, as well as plant hormone signal transduction, involving auxin, brassinosteroid, and salicylic acid. Herein, this study revealed a possible connection between the regulations of circRNAs with the expressions of functional genes in wheat leaves associated with dehydration resistance.

## Data deposition

All circRNA-seq data used in this research have been submitted to the National Center for Biotechnology information (NCBI) Sequence Read Archive (http://www.ncbi.nlm.nih.gov/Traces/sra) under the accession number GSE86641.

## Author contributions

YW carried out the experiments and wrote the manuscript. MY and BS analyzed the data. MY and SW assisted with doing the experiments. YW and BS conceived and designed the experiments. FQ and HZ helped to draft the manuscript and revise the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

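Back-splice junction reads were measured in 1 control and 1 PEG library of wheat leaves, each from leaves of 3 pots pooled. The authors removed low-quality reads, aligned the rest with BWA-MEM to IWGSC1.0+popseq, called circRNAs with CIRI and annotated them with Ensembl Plants; the version of BWA is not given in the sources used here. The deposited counts are raw junction reads per circRNA, with no normalization. The deposited log2 values were made by the authors from those junction reads, with 0 entered as 1 read and the PEG reads multiplied by 1.37, which was checked for all 88 circRNAs. The deposited predicted length is in nucleotides. The table holds only circRNAs that CIRI called, so circRNAs it left out are not analysed here. The lowest count above 0 is 2 in each library, so a 0 need not mean that no read was found.

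From the counts, ratios of PEG over control were computed with Python 3.11.15 and scipy 1.17.1. The main scaling is the one the deposited log2 values carry. Each circRNA, and each group of circRNAs fixed before the data were examined (class, subgenome, chloroplast and length under 200 nt, 200 to 100000 nt and over 100000 nt), was tested with a two-sided exact binomial test given the sum of both counts. P-values over circRNAs were adjusted by Benjamini-Hochberg at a threshold of 0.05. Classes and lengths had been seen in Supplementary Table 1 when the groups were fixed. A test with an estimate of the spread between replicates could not be made with 1 library per condition. Intervals are at 95%. Folds against 0 reads are taken against a floor of 3 counts per library. They leave out the counting error of the other library, so they are not lower bounds. The fold change cutoff of 2 was applied to the authors' log2 values; all 62 calls and their folds, within 0.1, match Supplementary Table 2, and all 88 classes match Supplementary Table 1.

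The circRNAs named are the 16 of Table 1, the 10 with the most junction reads, and up to 10 per direction past the exact test, 25 in all; the paper's folds in Supplementary Table 2 had been seen when this rule was written. Other circRNAs, such as the exonic, intronic and antisense ones and Metazoa_SRP, were named after their values were seen. CircRNAs whose spans overlap by at least 1 base on a chromosome or scaffold were taken as 1 locus. Directions of the RT-qPCR were read as signs from Figure 2, and the miRNAs and mRNAs were taken from Table 2 and Supplementary Table 3.

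The exact test was tested on simulated data with the real sums of reads of the 88 circRNAs. Without any change, none of 200 simulated data sets gave an adjusted call, and the 95% intervals held the true ratio in 99.3% of cases. The simulated reads followed the counting model that the test itself assumes. The simulation therefore cannot show how the test behaves under spread between replicates, reads copied by PCR or single reads left uncalled. With 20 circRNAs changed 4-fold the test called 2.55% of them, with 16-fold 9.97%, and with 64-fold 11.8%. Among changed circRNAs with at least 10 reads, of which the data hold 9, it called 23.9% at 4-fold and 82.9% at 16-fold.

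Alternatives set before the data were examined were 4 other scalings (totals exchanged, no scaling, the sum of junction reads with and without the chloroplast circRNA), 1 or 0.5 reads added to every count, a 4-fold cutoff, minimums of 3, 5 and 10 reads, reads summed per locus, and circRNAs over 100000 nt or the highest circRNAs left out. The scalings were applied to single loci after the data were seen. Coordinates are those of the deposited table, counted from 1. None of the 35 transcript names in the table was found in the RefSeq gene table at hand, which is of another build, so no gene names were added. Sequences of the circRNAs were not used here.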

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

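The tests of the totals of raw reads, the 10 highest circRNAs, a common factor, circRNA length and miRNA sites were chosen only after the result was seen, while the scalings used in the first of them had been set before the data were examined.

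The chloroplast circRNA Pt:96387|96532, which the paper lists as up in Supplementary Table 2 and does not discuss in its text, had 46 junction reads in PEG and 0 in the control, a signal above the control library.

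Junction reads per total read were lower in the PEG library. This held however the totals of raw reads were assigned, with a highest upper bound of the ratio of 0.592, and without the 10 circRNAs with the most reads, where the upper bound was 0.468. A factor that lowers every nuclear circRNA alike is not excluded as the whole cause. Reads redrawn with fixed totals never gave as much spread between loci (permutation p = 0.0001, the smallest that 10000 draws can give). That redrawing can give single reads, which the data do not hold. A 0 in the data may stand for a single read that was not called. This may add spread between loci, so the redrawing cannot decide. It also takes reads as independent, while the permutation of whole loci by length, given next, does not. That permutation takes loci as independent, and whether some loci are copies of 1 sequence was not analysed here. A lower recovery of some circRNAs in 1 library and an effect of dehydration both stay open, because each condition has 1 library.

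CircRNAs under 200 nt held a larger PEG share of their reads. The chloroplast circRNA alone does not account for it, since 10 nuclear loci under 200 nt had 50% of their reads in PEG against 15.9% in 57 longer ones (permutation p = 0.00744, two-sided, 100000 draws of loci). Those 10 loci held only 14 reads in each library, with 6 loci read in PEG only and 4 in the control only. Most circRNAs under 200 nt, with a median predicted length of 105 nt, were shorter than a sequencing read. How this affects the detection of their junctions was not analysed here. Shorter RNA or inserts in the PEG library may contribute. The PEG share was 14.5% from 200 to 100000 nt and 29.7% over 100000 nt (Fisher's exact p = 0.0300, but permutation p = 0.177 over whole loci), and predicted lengths over 100000 nt are genomic spans and need not be lengths of RNA, so a trend with length is not excluded. No insert sizes were analysed here, so this and an effect of dehydration cannot be told apart.

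The 6 sponge candidates are all of the circRNAs past the fold change cutoff with a predicted length over 100000 nt. Predicted length is a candidate explanation for where miRNA sites were found, which the counts do not decide. At the candidates' number of miRNAs per base, 2113 kb in all, the other 56 circRNAs with 79.7 kb would have 1.32 miRNAs, so even a count of 0, which they have, gives an exact Poisson p of 0.267 and could not have passed the threshold. Whether the introns within these spans are part of the circular RNA was not analysed here, and no biological explanation was tested.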

How the results depend on the processing

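No paired analysis was possible because each condition has 1 library. Depth limits single circRNAs, since a circRNA read in 1 library only needs 4 to 6 reads to reach an unadjusted p under 0.05. Unless a construction is named, the cause was not tested.

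With the totals exchanged, 8 circRNAs were called higher and 71 lower, and 17 passed the exact test, 16 of them lower. The ratio of intronic circRNAs turned to 0.731, and the ratio of sense overlapping ones, turned to 0.572, and of those over 100000 nt, at 0.309, passed the test. Without scaling, 70 were called lower, and the ratio turned to 0.783, not past the test, for sense overlapping circRNAs and was 0.423, past it, over 100000 nt.

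Scaling to the sum of junction reads sets the total ratio to 1 by construction. It gave 31 calls, 14 of them lower, and 4 circRNAs higher and 0 lower in the exact test. Exonic (5.22) and sense overlapping (2.23) circRNAs then passed the test, antisense (0) and subgenomes A (0.93) and B (0.732) no longer did, and over 100000 nt the ratio turned to 1.2. Of the 65 PEG reads of the sense overlapping class, the chloroplast circRNA gave 46. For IWGSC_CSS_2AL_scaff_6433346:437|3086 the PEG share of scaled reads turned to 52.3%.

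Scaling to that sum without the chloroplast circRNA turned the total ratio to 1.59, by construction, with 41 calls higher and 3 lower, 6 circRNAs higher and 0 lower in the exact test, and 1 sponge candidate past it. The ratio passed at 8.3 for exonic circRNAs and at 3.54 for sense overlapping ones, whose 65 PEG reads include 46 of the chloroplast circRNA. It no longer passed at 0.823 for intergenic, 0 for antisense and 0.766 for 200 to 100000 nt. It turned to 1.48 for subgenome A, 1.16 for B and 1.91 over 100000 nt. The PEG share turned to 63.5% for IWGSC_CSS_2AL_scaff_6433346:437|3086, 58.6% for 7A:11713998|11714826, 56.4% for 7D:12625731|12627116 and 60.1% for 5D:18963119|19091255.

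Fewer circRNAs enter under a minimum of reads. At least 5 reads left 29 calls, 5 higher and 24 lower, and 2 higher and 4 lower in the exact test; at least 10 reads left 8, 1 higher and 7 lower. A 4-fold cutoff gave 22 calls, 8 higher and 14 lower. Without adjustment 20 circRNAs passed the exact test, 5 higher and 15 lower, and with reads summed per locus 9 loci passed, 2 higher and 7 lower. Without the highest circRNA of each library the ratio turned to 0.313, past the test, for sense overlapping circRNAs and was 1.37, not past it, under 200 nt; the chloroplast group then has no value.

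At least 3 reads left 58 candidates, 3 exonic, 0 intronic and 15 sense overlapping; at least 5 left 33, with 1 exonic, 24 intergenic, 0 intronic, 1 antisense and 7 sense overlapping. Counted as loci, 35 were intergenic. At 3 or more reads, 8 circRNAs were detected in PEG only and 6 in both libraries.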

Differences from the paper's values

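The methods state a fold change cutoff of 2 and, in another place, a cutoff of 2 on the log2 scale, which is 4-fold. At a fold change of 2 the counts equal the paper's 62 circRNAs, 16 higher and 46 lower. At 4-fold, an alternative set before the data were examined, 22 circRNAs were called, 8 higher and 14 lower, against the paper's 62, 16 and 46. Table 2 lists 25 distinct miRNAs where the paper's text gives 26. The results sentence on sequencing names the larger total of raw reads first, after naming PEG first, whereas the deposited log2 values scale PEG as the smaller library. The paper describes the circRNAs past the fold change cutoff as significantly different between the groups. On the deposited scaling 4 of the 62 passed the exact count test, while 40 had at most 5 reads, too few to pass it. The paper also measured 16 of the 62 by RT-qPCR in biological replicates with a t-test, and 14 kept the direction of the sequencing. Only the signs of those measurements were used here.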

Other observations

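The test of overlapping circRNAs below was chosen only after the result was seen.

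Overlapping intergenic circRNAs formed clusters. A cluster on chromosome 7A from 11713998 to 11717078 had 34 control and 7 PEG reads, 3.55-fold lower in PEG (95% exact interval 1.55 to 9.49, exact adjusted p = 0.00765 over the loci). Within it 7A:11713998|11714826, with 16 control and 5 PEG reads, is joined to the rest only through 7A:11713998|11717078, with 3 control reads. Chromosome 5A from 128534161 to 128535165 held 3 circRNAs with 25 control and 2 PEG reads, 9.13-fold lower (2.28 to 79.6, exact adjusted p = 0.00153). Both calls are lost when scaled to the sum of junction reads (exact adjusted p = 0.546 and 0.14) and to that sum without the chloroplast circRNA (exact adjusted p = 1 and 0.649), scalings applied to loci after the data were seen. The primer sequences of Table 1 give 7A:11715620|11717078 and 7D:12625708|12627116 the same forward primer, and the signs of these circRNAs in Figure 2 differ.

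Nuclear circRNAs spanning 1300 to 1500 nt numbered 30, of which 27 were intergenic. They had 8.93% of their reads in PEG against 24% in other nuclear circRNAs (Fisher's exact p = 5.93e-05), and a candidate explanation is that overlapping circRNAs of 1 locus are counted several times. With reads summed per locus, 16 loci in the window had 10.4% of their reads in PEG against 24.3% in 51 others (permutation p = 0.0942, two-sided). The answer depends on the window, and 3 windows were tried after the spans had been seen. A slightly wider one gave a permutation p of 0.109, and 1000 to 2000 nt gave 0.0023 with 10.9% against 32% of reads in PEG, so the explanation stays open.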
